A study of Mus musculus with 2 samples. Its data were reported in "Preadipocyte Uncoupling Protein 1 Expression Invoked by Fibroblast Growth Factors Imprints on Post‐Differentiation White and Brown Adipocyte Phenotype" (2025).

How the data were processed

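RNA was measured in interscapular brown adipose tissue (iBAT), the heat-producing fat depot between the shoulder blades, of 20-day-old C57BL/6N mice. There were 2 libraries, 1 from wild-type and 1 from Ucp1-knockout (Ucp1-KO) animals, and each was made from tissue of 3 pooled animals. Per the labels, the libraries were directional and enriched for poly-adenylated RNA.

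The deposited values are whole-number counts of reads per gene, not normalised, that the authors made with featureCounts. For the RNA-seq of its cultured cells the study describes trimming with TrimGalore, alignment to the mouse genome build GRCm39 with HISAT2 and analysis with DESeq2. The same steps are not separately stated for the tissue libraries. The annotation behind the counts and the settings for strand and for reads that match several places were not stated either, so counts of antisense genes, overlapping genes and near-identical gene copies are uncertain. Each table lists the same 27179 genes by Entrez identifier, of which 1319 carry no symbol. Those genes hold 0.156% of the wild-type counts and 0.121% of the Ucp1-KO counts and were kept.

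The total was 52950913 counts in the wild-type library and 53216727 in the Ucp1-KO library. Even values were more frequent than odd ones among low counts. Of the genes with 1 to 10 counts, 70.7% had an even count in the wild-type library and 73.4% in the Ucp1-KO library, against 49.9% and 50.2% of the genes with 100 to 1000 counts. Counting both mates of a read pair gives such a pattern. Counting intervals were therefore computed on read pairs, taken as the counts divided by 2, and the limit that a count of 0 allows was set at 3 read pairs, or 6 counts, which is 0.113 CPM (counts scaled to equal library totals) in either library. That choice was made after the counts had been seen and makes every interval wider. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules, and they do not include differences between animals.

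Counts were scaled by median-of-ratios size factors (DESeq2 1.42.0 in R 4.3.3), which were 1.11 for the wild-type and 0.901 for the Ucp1-KO library. The difference between genotypes is given as log2((Ucp1-KO + 0.5)/(wild-type + 0.5)) on normalised counts, called the log2 ratio. The 15212 genes with a mean normalised count of at least 10 were examined, and a log2 ratio of at least 1 in size, a 2-fold difference, was the size rule. A count has an exact 95% Poisson interval, a ratio an exact conditional binomial interval (Clopper-Pearson) and a share of counts an exact binomial interval. Where a library had 0 counts, the lower end of the ratio's interval is given as a bound. The number of genes that counting noise alone takes past the size rule came from 100 simulated pairs of libraries with equal expression. With 1 library per genotype there are no replicates, no p-value and no standard deviation, and every difference is one between these 2 libraries.

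Gene lists were described by the median log2 ratio of the members with a mean normalised count of at least 10. A list of at least 5 such members was placed as a percentile among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. The interval of a median came from 1000 redraws of the counts. The 30 lists covered inflammation genes named by the study, interferon-stimulated genes, the interferon-inducible p200 family, chemokines, respiratory chain subunits of nuclear and of mitochondrial DNA, brown thermogenic genes, the integrated stress response, lipogenesis, creatine and calcium cycling, markers of cell types, immediate early genes, proliferation, sex-linked genes, paracrine fibroblast growth factors (FGFs), FGF receptors, reference genes and a few technical checks. The result of 1 list of cell type markers is not reported here. The lists not named below, and the alternatives for the main results apart from the interval on read pairs, were fixed before the data were examined. Alternatives for other genes and lists, and several tests of explanations, were chosen afterwards, and 5 lists were written or rewritten afterwards: mitochondrial subunits (the symbols had to be changed), mitochondrial ribosomal RNA, histones, PPAR-alpha targets and X-linked genes that escape inactivation. A part of the PPAR-alpha list, without its Acot and Cyp4a members, was set later still.

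Genes were named by a rule fixed beforehand: Ucp1, the 7 inflammation genes of the study, the 6 highest and 6 lowest log2 ratios at a mean normalised count of at least 100, up to 3 members with the largest log2 ratio in size of each list, all members of lists of up to 4 genes, and the paracrine FGFs and FGF receptors. Genes outside that rule are said to be chosen after their values were seen. Positions are those of GRCm39 in GENCODE mouse release 39, joined by symbol, since the deposited tables hold no coordinates. A symbol match was found for 96.7% of the genes examined.

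The procedure was tested on simulated data for the comparison of Ucp1-KO with wild-type, with the 27179 real genes and library sizes. Of 200 genes with known changes, 99.5% were recovered past the size rule in the right direction, while 281 unchanged genes also passed it. The changed genes had a mean normalised count of at least 50 and log2 changes of at least 1.5 in size. Recovery of smaller changes or of weaker genes was not tested. The 95% intervals held the true log2 ratio for 95.8% of genes. A planted list of 30 genes raised by 0.5 on the log2 scale came out at percentile 100, and 3 of 100 random lists fell outside the middle 95%. The planted list, also at a mean of at least 50, lay among genes that mostly differed by counting noise alone. In the data the 2.5 and 97.5 percentiles of the log2 ratio were -2.19 and 1.85, so the power for real lists was not tested.

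The alternatives were TMM factors (edgeR 4.0.16), total counts, thinning of the deeper library, a pseudocount of 5, no filter, a minimum mean of 50, removal of a loess trend on mean expression or on GC content and transcript length, a log2 ratio of at least 1.5, a counting interval beyond 2-fold, and sums over a list in place of its median. Further software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The cultured-cell and single-cell experiments of the study were not analysed here.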

Results

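To address what loss of uncoupling protein 1 (UCP1), the mitochondrial protein that lets brown fat release energy as heat, does to gene expression in young brown fat, the iBAT of 20-day-old wild-type and Ucp1-KO mice was compared by RNA sequencing. Each genotype was represented by 1 library from 3 pooled animals, with 52950913 counts for wild-type and 53216727 for Ucp1-KO. In the wild-type library 17534 of 27179 genes had a count, and in the Ucp1-KO library 17171. There are no replicates, so a difference below is larger or smaller than counting error and has no check against the spread between animals.

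Ucp1 (Entrez gene 22227), on chromosome 8 from 84016647 to 84025085 of GRCm39 on the plus strand, was measured first because it checks the labels. It had 366473 counts in the wild-type library (95% Poisson interval 364796 to 368154) and 37853 in the Ucp1-KO library (37315 to 38395). After normalisation the Ucp1-KO library held 12.7% of the wild-type level (95% counting interval 12.5% to 12.9%), a log2 ratio of -2.98. Total-count scaling moved it most, to -3.28. The targeted transcript was thus much lower in the library labelled Ucp1-KO but not at 0.

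The series describes the animals as male, and the sex-linked transcripts were not those of male tissue alone in either library. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were all listed at 0 in the wild-type library, which allows up to 0.113 CPM (counts scaled to equal totals) each. In the Ucp1-KO library they had 3446, 798, 570 and 491 counts, which makes them at least 574, 133, 94.5 and 81.1-fold higher, the lower ends of their counting intervals. The X-linked Xist RNA, which is made from an inactive X chromosome, had 32380 counts in the wild-type and 16478 in the Ucp1-KO library, a log2 ratio of -0.67 (-0.71 to -0.64). The 490 X-linked genes examined had a median log2 ratio of -0.0068 and the 14217 autosomal ones of -0.0037. Genotype and the sex-linked transcripts therefore differed together between the pools.

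Skeletal muscle transcripts also differed. All 23 muscle markers were at least 2-fold lower in the Ucp1-KO library, with a median log2 ratio of -2.55 (percentile 0 among matched random lists). Pvalb had a log2 ratio of -3.92, Mylpf of -3.63 and Acta1 of -3.39, the last from 76457 to 5916 counts. Together the markers made up 0.686% of the wild-type counts (exact binomial interval 0.683% to 0.690%) and 0.0824% of the Ucp1-KO counts (0.0813% to 0.0835%).

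**Figure D1:**
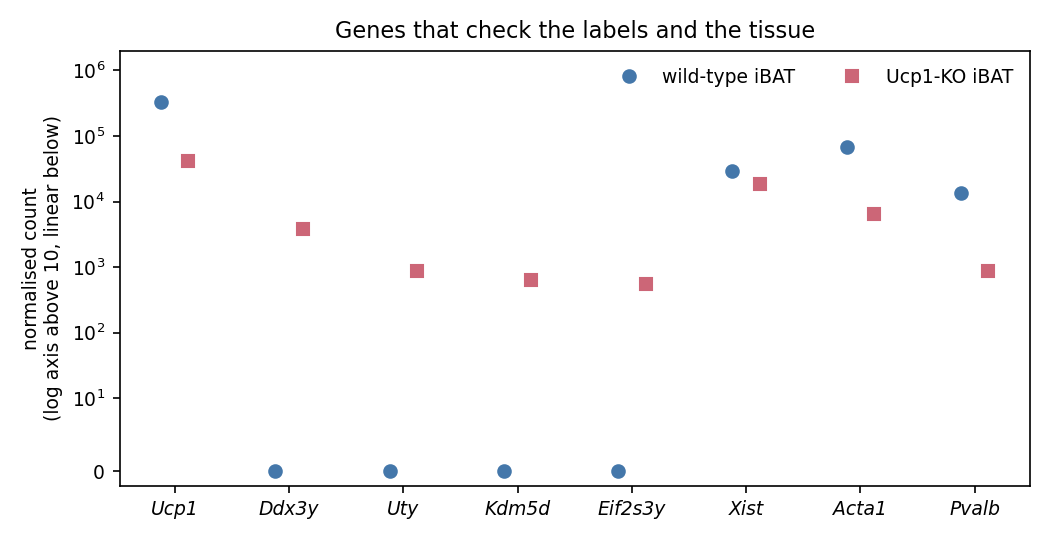
Normalised count (vertical axis, logarithmic above 10 and linear below) of Ucp1, of 4 Y-linked genes, of Xist and of the muscle transcripts Acta1 and Pvalb in the wild-type library (circles) and the Ucp1-KO library (squares), 1 point per library. Ucp1, Xist, Acta1 and Pvalb lie lower in the Ucp1-KO library, and the Y-linked genes lie at 0 in the wild-type library alone.

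Of 15212 genes examined, 1128 were at least 2-fold higher and 1453 at least 2-fold lower in the Ucp1-KO library. Counting noise alone gave a median of 147 higher and 152.5 lower genes over 100 simulated pairs, and at most 175 and 180. Without a filter on low counts 2187 genes were higher and 2844 lower. The higher genes made up 43.7% of those past the size rule with median-of-ratios scaling and 24.0% with total counts, which shifted the median of all genes by -0.31. The 6 highest genes at a mean normalised count of at least 100 were the Y-linked genes, Wwc1 and Acot5. Wwc1 had 0 counts in wild-type and 254 in Ucp1-KO, at least 41.8-fold higher. Acot5 had 6 and 209 counts, a log2 ratio of 5.30 (3.83 to 7.72), which is uncertain because near-identical Acot genes lie beside it. The 6 lowest were Actc1 (-6.39), Tceal7 (-4.80), Mybph (-4.77), Ankrd2 (-4.36), Csrp3 (-4.10) and Pvalb (-3.92).

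The study followed inflammatory transcripts in this comparison. Ccl2 (chromosome 11, 81926397 to 81928279, plus strand), which encodes a chemokine that attracts monocytes, had 13 counts in wild-type (4.40 to 26.1) and 301 in Ucp1-KO (254 to 352). Its log2 ratio was 4.77 with a counting interval of 3.79 to 6.41. The neighbouring Ccl7 (81936532 to 81938351) had 14 and 139 counts, a log2 ratio of 3.56 (2.48 to 4.97). Every alternative scaling left both within these intervals. Ifnar2 had a log2 ratio of -0.02 (-0.11 to 0.07) and Irf7 of -0.09 (-0.30 to 0.12), neither beyond counting error with median-of-ratios or TMM scaling. With total counts they were at -0.33 and -0.40, outside these intervals and near the shift of all genes. Tnf had 18 and 2 counts, and its interval of -8.32 to -0.02 leaves the size of the difference open. Il6 and Ifnb1 were listed at 0 in both libraries. So was Sdhd, a respiratory chain gene that cells use, chosen after its value was seen, so a listed 0 is not read as absence.

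Among all chemokines the difference was uneven. The median log2 ratio of 23 chemokines was 0.16 (percentile 88.9), with 10 at least 2-fold higher and 3 at least 2-fold lower. Cxcl10 had the highest ratio, 5.11 (4.31 to 6.10), from 24 to 687 counts. With a minimum mean of 50 the median was 1.03, above all matched lists, while total counts gave -0.14. The 63 interferon-stimulated genes examined had a median of -0.24 (percentile 0.27), and 47 of them were lower. The largest ratios among them were those of Oas1g (2.06, from 4 and 15 counts), Ifi27l2a (-1.60) and Oas1b (-1.44). The 8 genes of the p200 family had a median of 0.24 (percentile 88.1), 4 higher and 4 lower, and total counts gave -0.07. Its largest ratios were those of Ifi203 (-0.96), Mndal (-0.94) and Aim2 (0.82).

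Genes of the thermogenic programme and of the respiratory chain came next. The 29 brown thermogenic genes, a list that did not include Ucp1 itself, had a median log2 ratio of 0.32 (percentile 99.81), and 19 were higher. Slc27a2 reached 2.94, Elovl3 2.52 and Acot2 2.43. The 90 nuclear respiratory chain genes had a median of 0.02 (percentile 6.81), or -0.29 with total counts. The largest ratios among them were those of Cox7a2 (3.44, from 3 and 31 counts), Cox6a2 (-2.12) and Cox6b2 (1.00). The wild-type count of Cox7a2 lies below the 6 counts that a listed 0 allows, so its ratio is uncertain. The 13 mitochondrially encoded subunits were all higher, with a median of 0.96 (percentile 100), and the largest were ND3 (3.46), ATP6 (2.27) and ND6 (1.30). They made up 21.4% of the wild-type and 30.7% of the Ucp1-KO counts, and reads that also match nuclear copies could not be separated. The 14 creatine and calcium cycling genes had a median of 0.10 (percentile 72.03), and the direction and rank depended on the method: the median was -0.21 with total counts, -0.056 (percentile 35.9) without a filter, 0.26 (percentile 93.63) with a minimum mean of 50, and the summed counts gave -0.54. Ckmt2 (-3.09), Ryr3 (-2.52) and Ckm (-2.19) were the furthest from 0.

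The 34 integrated stress response genes had a median log2 ratio of 0.73 (counting interval 0.65 to 0.86, percentile 100), with 28 higher, and the median was the same with genes at 0 placed at their bound. Fgf21 had 0 and 98 counts, at least 15.7-fold higher, and Gdf15 had 0 and 44, at least 6.74-fold higher. Atf3 had 274 and 5320 counts, a log2 ratio of 4.58 (4.33 to 4.84). The 19 lipogenic genes had a median of -1.14 (-1.22 to -1.06, percentile 0), with 18 lower. Slc25a1 had a log2 ratio of -2.25, Fasn of -2.11 and Scd2 of -1.93. The direction held under each alternative for both lists.

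**Figure D2:**
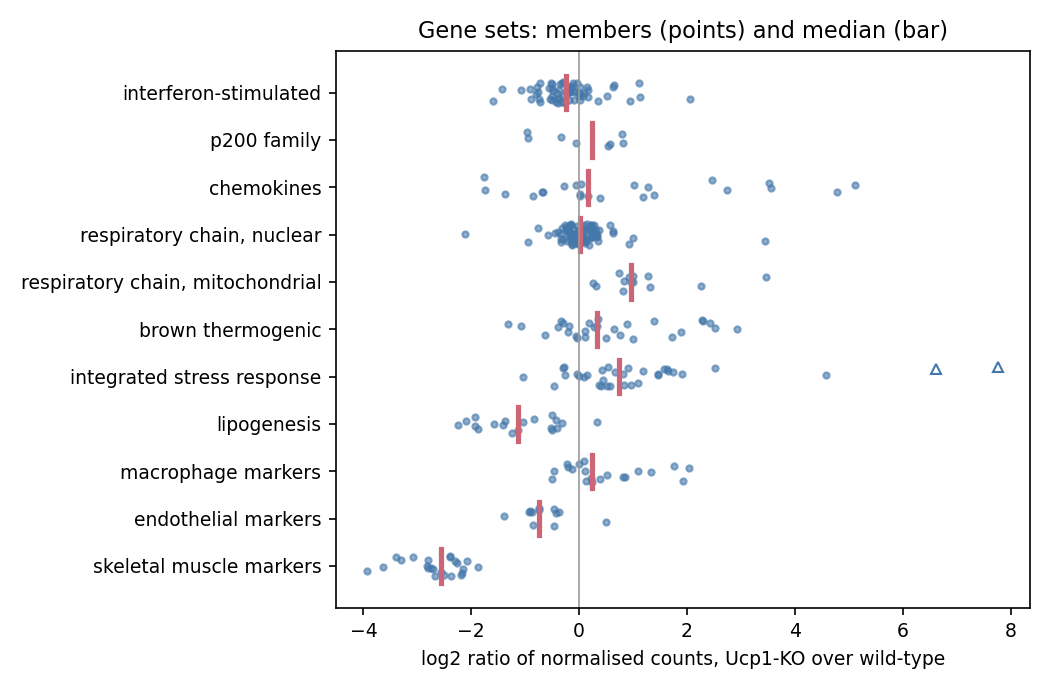
Log2 ratio of Ucp1-KO over wild-type normalised counts (horizontal axis) for the members of 11 gene lists with a mean normalised count of at least 10; each point is a gene, triangles are genes with 0 counts in a library, whose position depends on the pseudocount, and the bar is the median. Muscle, lipogenic and endothelial medians lie below 0 and integrated stress response and mitochondrial medians above 0, also with total counts.

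Because FGFs induce Ucp1 in preadipocytes, the paracrine FGFs and their receptors were examined. Fgf9 (chromosome 14, 58308004 to 58350316, plus strand) had 97 counts in wild-type and 1286 in Ucp1-KO, a log2 ratio of 4.02 (3.62 to 4.50). Fgf18 was 1.54 (0.47 to 2.71), Fgf10 -0.59 (-1.01 to -0.18) and Fgf16 -2.28 (-5.59 to -0.26). Fgf1 (0.05), Fgf2 (-0.77) and Fgf7 (-0.30) did not differ beyond counting error, Fgf2 with 34 and 16 counts, though with total counts Fgf1 was at -0.26, outside its interval. Fgf3, Fgf4, Fgf5, Fgf8 and Fgf22 were listed at 0 in both libraries, and Fgf6, Fgf17 and Fgf20 had at most 6 counts in either. The 7 paracrine FGFs examined had a median of -0.30 (percentile 23.6), while their summed counts gave 0.75, so the direction depended on the method. Fgfr1 had a log2 ratio of -0.04 (-0.15 to 0.08), or -0.34 with total counts, Fgfr2 of -0.33 (-0.64 to -0.04), Fgfr3 of -0.83 (-1.06 to -0.61) and Fgfr4 of -1.87 (-4.54 to -0.31).

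**Figure D3:**
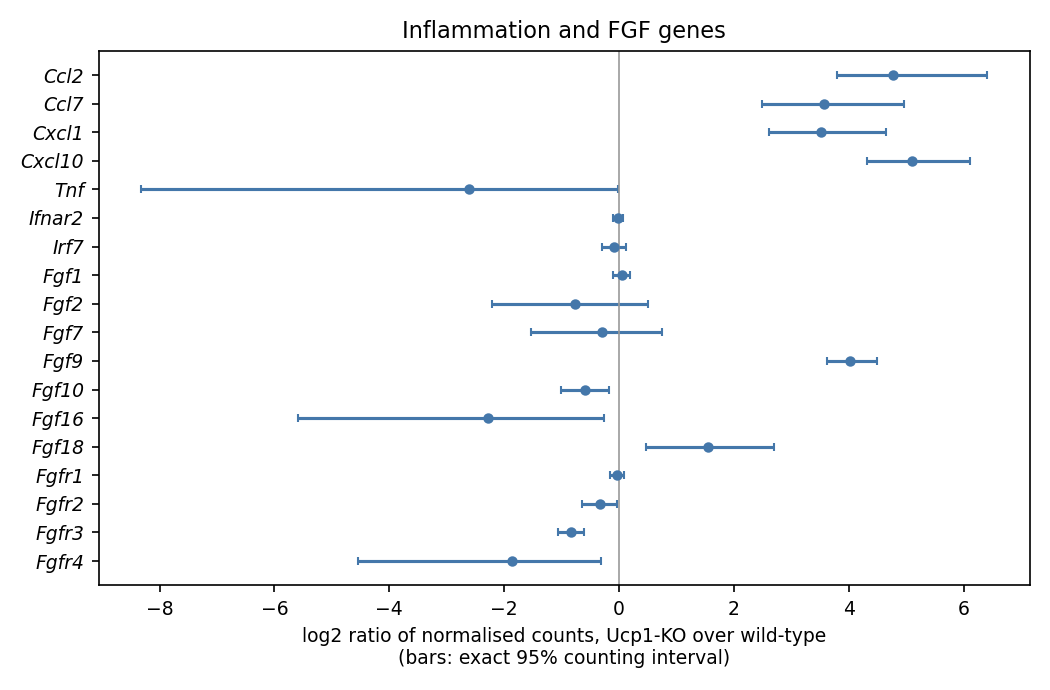
Log2 ratio of Ucp1-KO over wild-type normalised counts (horizontal axis) for chemokine, inflammation, FGF and FGF receptor genes; points are ratios from 1 library per genotype and bars are exact 95% counting intervals. Ccl2, Ccl7, Cxcl1, Cxcl10 and Fgf9 lie above 2 with their whole interval; Cxcl1 was chosen after its value was seen.

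Markers of other cell types were compared next. Endothelial markers had a median of -0.75 (12 genes, 11 lower, percentile 0; Emcn -1.39, Egfl7 -0.92, Flt1 -0.91). Macrophage markers had a median of 0.23 (20 genes, percentile 96.35), within the middle 95% of matched lists, with Itgam at 2.04, Trem2 at 1.92 and Fcgr1 at 1.76, and total counts gave -0.08. Monocyte and neutrophil markers (0.36, percentile 87.54), T cell markers (0.04, percentile 65.95), B cell markers (0.09, percentile 67.53) and adipocyte markers (0.20, percentile 83.31) lay within that range too, as did preadipocyte and fibroblast markers (-0.16, percentile 4.58). Proliferation genes had a median of -0.0039 (percentile 66.81). Immediate early genes were higher (0.68, percentile 100), with Atf3, Nr4a3 (3.40) and Egr1 (1.80) furthest. The reference genes Tbp (-0.38), Hsp90ab1 (-0.10) and Gtf2b (0.21) gave the scale of differences in genes used for normalisation.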

Values the study reported

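The study gave the age of the animals in this comparison as post-natal day 21 in its text and as 20 days in a figure caption. It reported higher levels in Ucp1-KO than in wild-type brown adipose tissue for part of its chosen inflammation genes. Ccl2 and Ccl7 were given as strong increases, and Tnf and Il6 as not affected.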

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

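The interval on read pairs, and every alternative for genes and lists outside those fixed beforehand, were chosen after seeing the data. No paired analysis was possible because each genotype has 1 library, and for the same reason leaving out a library in turn was not possible.

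Total-count scaling moved the most results, since it shifted the median log2 ratio of all genes by -0.31. Under it Ucp1 was at -3.28, the interferon-stimulated genes at -0.56, the chemokines at -0.14, the nuclear respiratory chain at -0.29, the brown thermogenic genes at 0.018 and the integrated stress response at 0.43. There were 732 genes at least 2-fold higher and 2320 lower. Relative to the shift these lists kept their place, at percentiles of 0.12, 89.1, 10.12, 99.8 and 100 among matched random lists. The PPAR-alpha list reversed, to -0.0022, by the same shift, at percentile 99.47.

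The counts of genes depended on how low counts were treated. Without a filter 2187 genes were higher and 2844 lower, over 18319 genes in place of 15212. A minimum mean of 50 left 617 and 811 over 12846 genes. A log2 ratio of at least 1.5 left 603 and 796. An interval wholly beyond 2-fold left 559 and 766 on the counts as deposited and 417 and 570 on read pairs. The stricter rules remove genes by construction.

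A minimum mean of 50 raised the chemokine median to 1.03, because weakly expressed chemokines were left out. Removing the trend on mean expression moved the nuclear respiratory chain to -0.064, at percentile 4.3, and the cause was not tested. Sums over the members in place of the median gave -0.46 for the p200 family, 0.073 for the nuclear respiratory chain, 0.52 for the brown thermogenic genes and 0.62 for the integrated stress response. A sum is set by the most abundant members.

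Ifnar2 (-0.33), Irf7 (-0.40), Fgf1 (-0.26) and Fgfr1 (-0.34) left their counting intervals with total counts, so that their lack of a difference holds relative to the other genes. Ccl2 and Ccl7 stayed within their counting intervals under TMM factors, total counts, thinning and a pseudocount of 5. In all, 64 of 88 values for the main results were the same within error. Of 163 values for other genes and lists, 136 were the same, 26 moved and 1 reversed, where reversed means that a gene beyond counting error or a list outside the middle 95% of matched lists changed sign. Values that did not differ by that rule also changed sign. With total counts these were the macrophage markers (-0.08), the p200 family (-0.07), the chemokines, the nuclear respiratory chain, the creatine and calcium cycling genes (-0.21, and also -0.056 without a filter and -0.54 as sums), the PPAR-alpha targets outside the Acot and Cyp4a families (-0.10) and Fgf1. The nuclear respiratory chain, near 0, also did so with the trend on mean expression (-0.064) or on GC content and length (-0.0018) removed, and the p200 family as sums (-0.46). As sums, the paracrine FGFs (0.75), the B cell markers (-0.10) and the proliferation genes (0.017) changed sign as well. Depth limits Tnf, Fgf2, Fgf7, Fgf16 and Fgfr4, whose intervals are wide.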

Other observations

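Of the tests below, those on GC content and length, on histones, on the region around Ucp1 and on the PPAR-alpha list were set before their result was seen. The tests on sex, muscle, chemokines and paralogs were chosen after the result was seen.

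The 4 Y-linked genes at 0 in the wild-type library are at odds with the description of the animals as male. Counting that misses these genes is argued against by the Ucp1-KO library, counted alike, where they had 5305 counts in sum. Female tissue in both pools is consistent with Xist, which was abundant in both libraries and in Ucp1-KO at 62.6% of the wild-type level. A candidate explanation is an all-female wild-type pool and a Ucp1-KO pool of both sexes, and a wrong label was not tested. X-linked genes that escape inactivation did not move together (Kdm6a -0.30, Kdm5c -0.13, Eif2s3x -0.03, Ddx3x 0.31). For autosomal genes, genotype and sex cannot be told apart: the 4 Y-linked genes had 0 counts in the wild-type library, so no contrast within a sex can be made from 1 library per genotype.

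More skeletal muscle in the wild-type pool may account for the lower muscle transcripts. All 23 markers, of slow and fast fibres alike, were at least 2-fold lower, all 23 had counts in both libraries, and 18 of them were among the 100 lowest genes with a mean normalised count of at least 100. Muscle beside the depot at dissection is a candidate source. These values restate the difference, and a change of muscle-like transcripts within brown fat would lower the same markers, so it stays open. Of the muscle list, Ckm is also in the creatine and calcium cycling list, so that list is affected by it. Whether muscle also lies behind the lower ratios of Ckmt2 and Ryr3 in that list was not tested. Muscle is argued against as the source of the lipogenic difference: the wild-type excess of Fasn was 2.69 times that of Acta1, the abundant muscle marker (167676 against 62352 normalised counts).

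GC content and transcript length were tested for the lists with the clearest differences. With both trends removed, the lipogenic median was -1.06 and the integrated stress response median 0.74, each still outside all matched lists. All 19 lipogenic and 33 of 34 stress response members had values. Sex, age within the pools and time of feeding stay open as untested explanations, so both differences are hypotheses about the genotype.

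The mitochondrial ribosomal RNAs rose from 1.01% to 6.01% of all counts (mt-Rnr1 3.35, mt-Rnr2 2.60). Weaker poly-A selection in the Ucp1-KO library would raise other RNA without a tail. The 17 histone genes examined instead had a median log2 ratio of -0.97 (H3c15 -2.83, H4c4 -1.76, H2ac6 -1.65), with proliferation genes level, and the nuclear ribosomal RNAs Rn45s (-0.34) and Rn18s (-0.40), chosen after their values were seen, were lower too. What raised these RNAs stays open.

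The chemokines Ccl2, Ccl7, Cxcl1 and Cxcl10 rose by more than a larger macrophage share would give; Cxcl1 was chosen after its value was seen. The macrophage markers had a median log2 ratio of 0.23 and none above 2.04, while the lowest interval end of the 4 chemokines was 2.48. A general type I interferon response is argued against by the interferon-stimulated genes, at a median of -0.24. Activation of cells already present, or a response to dissection, may lie behind it, and the immediate early genes were higher as well. Neither was tested.

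A passenger segment around Ucp1, carried along with the targeted allele, could produce differences near the gene. The 126 genes within 10 Mb had a median log2 ratio in size of 0.33, and 24.2% of 467 other windows of 20 Mb had a smaller one. The window as a whole thus did not stand out. A median over so many genes would miss a segment that altered only a few of them, so that stays open. The residual Ucp1 transcript was not traced to a part of the gene, since the counts are per gene.

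Several acyl-CoA thioesterase and Cyp4a genes were among the highest, chosen after their values were seen (Acot5 5.30, Cyp4a32 3.91, and Acot3 with 0 and 87 counts). A wider PPAR-alpha target programme was tested with a list of 31 other targets, whose median was 0.30 at percentile 99.34 (Acot4 3.08, Cyp4a14 2.81, Acot1 2.70). That list still held neighbours of the genes already seen. Without the Acot and Cyp4a families the other 24 genes examined were at percentile 89.78, within the middle 95%. Acot1 to Acot6, all on chromosome 12, were each higher, the least being Acot6 (1.79, 1.25 to 2.37). Acot2 went from 1628 to 7124 counts. Moving reads between these paralogs without any rise would lower some of them, which argues against it as the only source for these Acot genes. Reads of a single risen member that were also counted for its neighbours would raise them all, which these values cannot exclude. Outside chromosome 12, Acot12 was higher (4.32, 3.45 to 5.45) and Acot11 lower (-1.32), both chosen after their values were seen. Which members rose, how far, and whether the programme is wider stay open, because the signal rests on families of near-identical genes.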
